# An antimicrobial peptide-resistant minor subpopulation of *Photorhabdus luminescens* is responsible for virulence

**DOI:** 10.1038/srep43670

**Published:** 2017-03-02

**Authors:** Annabelle Mouammine, Sylvie Pages, Anne Lanois, Sophie Gaudriault, Gregory Jubelin, Maurine Bonabaud, Stéphane Cruveiller, Emeric Dubois, David Roche, Ludovic Legrand, Julien Brillard, Alain Givaudan

## Abstract

Some of the bacterial cells in isogenic populations behave differently from others. We describe here how a new type of phenotypic heterogeneity relating to resistance to cationic antimicrobial peptides (CAMPs) is determinant for the pathogenic infection process of the entomopathogenic bacterium *Photorhabdus luminescens*. We demonstrate that the resistant subpopulation, which accounts for only 0.5% of the wild-type population, causes septicemia in insects. Bacterial heterogeneity is driven by the PhoPQ two-component regulatory system and expression of *pbgPE,* an operon encoding proteins involved in lipopolysaccharide (LPS) modifications. We also report the characterization of a core regulon controlled by the DNA-binding PhoP protein, which governs virulence in *P. luminescens*. Comparative RNAseq analysis revealed an upregulation of marker genes for resistance, virulence and bacterial antagonism in the pre-existing resistant subpopulation, suggesting a greater ability to infect insect prey and to survive in cadavers. Finally, we suggest that the infection process of *P. luminescens* is based on a bet-hedging strategy to cope with the diverse environmental conditions experienced during the lifecycle.

Phenotype switching, the ability to switch reversibly between phenotypic states, is a survival strategy commonly used by bacteria confronted with unpredictable environments^1^,^2^. Heterogeneity has been reported for various phenotypes in bacterial pathogens, including persistence in the presence of antibiotic treatment^3^, heterogeneous behavior within biofilms^4^ and the expression of motility determinants^5^,^6^,^7^. A textbook example in bacterial expression is the bistable expression of virulence genes in *Salmonella* Typhimurium^8^, resulting in phenotypically virulent and avirulent subpopulations. A division of labor has been demonstrated for these two subpopulations during *S.* Typhimurium infections^9^.

*Photorhabdus luminescens* (Enterobacteriaceae) is an entomopathogenic bacterium that lives in symbiotic association with the nematode *Heterorhabditis*. The complex invades insect larvae and the nematode regurgitates its bacterial symbiont directly into the hemolymph, the insect equivalent of blood. Once released from the nematode into the open circulatory system of the insect (the hemocoel), *Photorhabdus* interferes with the cellular immunity, which is mediated by circulating hemocytes that engulf the invading bacteria^10^. *P. luminescens* must also evade the peptide-mediated immune response, which involves antimicrobial peptides (AMPs)^11^. Recognition of *Photorhabdus* by the immune system is controlled by the Imd signaling pathway in *Drosophila*, which induces AMP synthesis^12^,^13^. Circulating *P. luminescens* bacteria are initially cleared from the insect hemolymph^12^,^14^, but bacterial septicemia then occurs. Virulence factors also play a role in the death of the insect^10^,^15^. Once the insect host is dead, the bacteria digest the content of the cadaver, which the nematode then uses as a food source to sustain several generations of reproduction^16^. *Photorhabdus* produces a number of antimicrobial molecules that eliminate bacteria that might antagonize the growth of the nematode partner and compete for nutrient resources^10^. Phenotypic switching is a frequent occurrence in the genus *Photorhabdus*^16^. Phenotypic variants generally emerge after prolonged *in vitro* culture of the wild-type strain collected from the nematode^17^. One particular phenotypic variant, the secondary variant, is characterized by changes to many of the traits of the wild-type form (the production of extracellular enzymes, antibiotics). Generally, both the wild-type and secondary variant forms are virulent in insect hosts, but only the wild-type supports nematode growth and development^11^. In the model strain, *P. luminescens* TT01, transcriptomic and proteomic analyses of the wild-type and secondary variants have suggested that phenotypic switching results in extensive cellular reprogramming mediated by transcriptional regulators^14^,^18^. However the emergence of secondary variants has been shown to be unrelated to genomic rearrangements^19^. Another source of phenotypic heterogeneity in *P. luminescens* is switching between the ON and OFF states of expression of the fimbrial maternal adhesion locus (*mad* genes), through an inversion of the promoter region. In the ON state, *mad* genes are transcribed and the bacteria are covered with fimbriae^20^. This form of *Photorhabdus* is called the M form (for “mutualistic”) and it is observed only during symbiosis with the nematode. When the *mad* promoter is in the OFF conformation, the bacteria have no fimbriae and are in P form (for “pathogenic”)^21^. Thus, phenotypic switching is required for the mutualistic relationship between *Photorhabdus* and its nematode host. We describe here a new heterogeneity phenomenon relating to resistance to cationic antimicrobial peptides (CAMPs) that has a determinant effect during the pathogenic phase of insect infection. CAMPs have antibacterial activity mediated by charge interactions with the anionic bacterial surface, predominantly through binding to the acidic lipid A moiety of LPS^22^. In some bacteria, LPS modifications are mediated by proteins encoded by genes regulated by the PhoPQ two-component system^23^. The addition of an aminoarabinose moiety to the lipid A core (a PbgPE-dependent LPS modification) decreases the initial electrostatic attraction by reducing the net negative charge on the outer membrane, thereby playing a role in bacterial virulence by increasing resistance to CAMPs^24^. In *Salmonella,* PhoP indirectly regulates the *pbgPE* operon (also called *pmr* or *arn)*, which encodes the enzymes responsible for this lipid A modification, via another two-component system, PmrAB^24^. The *pbgPE* operon of *Photorhabdus* is required for virulence in *G. mellonella* insects^25^, but the genome of this bacterium contains no *pmrAB* genes^26^. The *Photorhabdus phoP* mutant results in a completely avirulent phenotype in lepidopterans and susceptibility to CAMPs, such as polymyxin B and cecropins A and B^27^. Furthermore, expression of the PhoP-regulated *ail1* gene, which encodes an outer membrane protein, is dependent on Mg^2+^ concentration^28^. Mg^2+^ is also the main *in vitro* inducer responsible for activating PhoPQ in *Salmonella*^29^. We show here that the virulence strategy of *P. luminescens* involves the generation of a subpopulation of bacteria resistant to CAMPs that causes septicemia in insects. The resistant bacteria account for only 0.5% of the wild-type population in *P. luminescens* TT01 during *in vitro* culture. This bacterial heterogeneity depends on PhoP and *pbgPE*.

## Results

### A bacterial subpopulation in *P. luminescens* displays resistance to CAMPs dependent on the *phoP* and *pbgPE* genes

We analyzed the resistance profiles to CAMPs of the wild-type population TT01, a *phoP* mutant and its *phoP*/P_*lac*_*phoPQ* complemented strain, a *pbgE* mutant and its *pbgE/*P_*lac*_*pbgPE* complemented strain, by determining minimal inhibitory concentrations (MICs). As previously reported^25^, TT01 was resistant to high doses of CAMPs, whereas the *phoP* and *pbgE* mutant strains were susceptible to very low doses of antimicrobial compounds, such as polymyxin B (Table 1). The wild-type resistant phenotype was restored in the complemented strains (*phoP*/P_*lac*_*phoPQ, pbgE/*P_*lac*_*pbgPE*). The results of this bulk assay suggest that the wild-type population is fully resistant to CAMPs and that this resistance is dependent on the products of the *pbgPE* genes. Unlike MIC determination, agar disc diffusion assays can be used to analyze bacterial resistance to CAMPs at the individual CFU level (Fig. 1A). Surprisingly, only a few colonies of TT01 were able to grow in the halo containing a gradient of polymyxin B concentration, demonstrating that most of the cells of TT01 were susceptible to polymyxin B. By contrast, no resistant clones were observed in the halo for the *phoP* and *pbgE* mutant strains. The *pbgE*/P_*lac*_*pbgPE* complemented strain had a fully resistant phenotype, whereas the *phoP*/P_*lac*_*phoPQ* complemented strain was broadly susceptible, with a profile similar to that of TT01. We also assayed the resistance of TT01 to the synthetic *Spodoptera frugiperda* cecropin B (*Sf*-CecB1), to mimic the antimicrobial activities naturally found in the plasma of insect larvae challenged with bacteria^30^. A minor Sf-CecB1-resistant population of TT01 was also observed in the agar disc diffusion assay (Fig. 1B). However the high MIC of *Sf-*CecB1 (Table 1) made further experiments too costly, we therefore use polymyxin B throughout the study. Finally, the TT01 strain of *P. luminescens* is a mixed population of individuals, most of which are susceptible to CAMPs, with only a small number of bacterial cells displaying resistance dependent on the expression of *phoP* and *pbgPE*.

### CAMP resistance is a new *reversible non*-*genetic phenotype in P. luminescens*

While phenotypic variation phenomena have been described in *Photorhabdus*^16^,^21^, the variant trait (antimicrobial resistance) was not previously reported. Beside polymyxin resistance, we showed that all other tested phenotypes (dye adsorption, the production of extracellular lipases, hemolysins and antibiotics and the ability to generate bioluminescence) were the same as for the wild-type demonstrating a new type of phenotypic heterogeneity. We then quantified the proportions of resistant and susceptible cells in TT01 during bacterial growth in liquid medium, by spreading the bacteria on plates with and without polymyxin B supplementation (Supplementary Figure 1). About 0.5% of the wild-type population was found to be resistant to CAMPs. The reversion phenomenon was then studied from a single colony of polymyxin-resistant clones. After subculturing in broth medium without antibiotic, we yielded a rate of about 1% of resistant bacteria as observed for the wild type showing that the CAMP resistance profile of this subpopulation of cells was reversible *in vitro*. Such survival rate and reversion phenomenon suggest that resistance heterogeneity in *P. luminescens* is not governed by mutations alone. We confirmed the hypothesis of a non-genetic origin of CAMP resistance, by first comparing the sequences of the *pbgPE* and *phoP* loci between the wild-type population and the resistant subpopulation, using cultures established from the same inoculum. Sanger sequencing revealed no differences between the wild-type population and the resistant subpopulation. We also compared the whole-genome sequence of the polymyxin B-resistant subpopulation obtained with SMRT technology to that of the wild-type population; we found no major rearrangement or relevant mutation (Supplementary Table 1). In particular, no inversion of the promoter region of the fimbrial *mad* locus was detected showing that polymyxin-resistant clones are not the previously described M form variant^21^.

### Single-cell analysis of the dynamics of resistance gene expression

We investigated whether the emergence of the resistant subpopulation was correlated with higher levels of *pbgPE* expression in single cells, by constructing a transcriptional fusion between the promoter region of the *pbgPE* operon and a destabilized GFP-encoding gene named TT01/P_*pbgPE*_-*gfp*[AAV] reporter strain (Fig. 2A). In the absence of CAMP selection pressure (Fig. 2B), the fluorescence of individual cells harvested at various growth phases was heterogeneous, suggesting a lack of synchronization of *pbgPE* gene expression within the population during bacterial growth. The proportion of cells expressing *pbgPE* was highest during the exponential growth phase (10–15%). Cytometry analysis of a population of cells harboring a transcriptional fusion between the promoter of the *pbgPE* operon and a stable GFP-encoding gene (the P_*pbgPE*_-*gfp*[mut3]) revealed that 70 to 80% of the bacteria were GFP-positive during the exponential and post-exponential growth phases, whereas up to 87% of the bacteria in long-term cultures were GFP-positive (data not shown). These data illustrate that most cells were able to activate the *pbgPE* promoter during growth. We then used the same procedure with the destabilized GFP to determine the pattern of fluorescence for the bacterial population during the selection of a resistant subpopulation with polymyxin B (Fig. 2C). The addition of polymyxin B led to a 32-fold increase in the number of living cells producing GFP. The intensity of the GFP signal representing the *pbgPE* expression of the cell (*x*-axis) was not higher in LB than after polymyxin B treatment. These findings are consistent with the selection of a resistant subpopulation by CAMP.

### Characterization of the PhoP regulon in *P. luminescens*

As PhoP was essential for the emergence of a CAMP-resistant subpopulation, we first characterized the PhoP regulon in *P. luminescens* at the population scale. Growth in the presence of low levels of Mg^2+^ is a triggering signal for PhoP regulon expression^29^. 

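RNA was sequenced from TT01 and from the phoP mutant grown in LB or in M9 minimal medium with 10 µM Mg2+, with 2 samples in each of these 4 groups. The 12 libraries of the study, which also include TT01 with polymyxin B and TT01 in M9 medium with 10 mM Mg2+, were sequenced in a single lane, so no difference in lane separates the groups. The authors mapped the reads onto the TT01 genome and deposited the number of reads counted on the sense strand of each annotated feature, without normalization. Each file lists 4976 coding sequences, beside tRNA and rRNA genes and 1 other RNA, the tmRNA ssrA. For 14 features no sense count could be read, and these were left out of every test. Total counts were 3460088 and 5787477 for TT01 in LB, 5755905 and 5692116 for the phoP mutant in LB, 4301327 and 3406586 for TT01 in low Mg2+, and 5190371 and 4861635 for the phoP mutant in low Mg2+. Counts on coding sequences made up most of each total. The replicates of each group differed by more than counting noise, with a chi-square per degree of freedom from 9.62 in TT01 in high Mg2+ to 60.0 in the phoP mutant in low Mg2+, so no pair was treated as 1 library. The SD between replicates was 0.45 on the log2 scale in the phoP mutant in low Mg2+ and 0.22 in TT01 in low Mg2+. Counts were scaled with the TMM method of edgeR, features with low counts were removed with filterByExpr, and 4453 coding sequences were tested in 1 quasi-likelihood model of all 12 samples with a coefficient for each condition. A coding sequence was taken as differentially expressed at the threshold of the paper, a log2 fold change of at least 1 in size and an adjusted p of at most 0.005. Counts scaled to library size (CPM) are given as mean ± SD. With 2 samples against 2, an exact permutation test of 1 gene cannot give a two-sided p below 0.333, so single genes were tested only in the model across all genes. The number of genes depended on the test, the samples that entered it and the adjusted p threshold.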

We therefore used RNAseq analysis to compare the gene expression profiles of TT01 and the *phoP* mutant grown either in LB or in a medium containing low Mg^2+^ levels, at mid-exponential growth phase (OD_540_ = 0.3). We used DESeq differential analysis to compare each annotated feature between transcriptomes. We observed significant differences in expression between the *phoP* mutant and TT01 for 55 coding sequences (|log_2_ fold change| ≥1; adjusted *p*-values ≤ 0.005) in LB medium and for 64 coding sequences in low-Mg^2+^ medium (Supplementary Table 2A,B). 

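The targeted gene was examined first. The phoP gene (plu2807, 3332475 to 3333143 on the TT01 genome, plus strand) had 38.9 ± 9.54 CPM (SD, n = 2) in TT01 and 12.9 ± 1.42 CPM (SD, n = 2) in the mutant in LB, a log2 fold change of -1.61 (standard error 0.23, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0107). In low Mg2+ its log2 fold change was -1.64 (standard error 0.23, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00959). Counts on the gene were thus lower in both mutant samples than in both TT01 samples in each medium, without passing the threshold of 0.005. The adjacent phoQ gene (plu2808) changed by -0.40 in LB and -0.72 in low Mg2+ on the log2 scale, neither past the threshold.

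In LB, 19 coding sequences passed the threshold, and in low Mg2+ 9 did, all of them lower in the mutant. With DESeq2 on the same 12 samples in place of edgeR, the counts were 34 in LB and 65 in low Mg2+. At an unadjusted p below 0.05, 347 coding sequences differed in LB and 749 in low Mg2+. The largest fall in both media was that of plu3988, a conserved hypothetical protein (4674261 to 4675196, plus strand), from 227.5 ± 8.66 to 2.38 ± 0.493 CPM in LB (SD, n = 2 each). Its log2 fold change was -6.56 in LB (standard error 0.24, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 2.79e-06) and -7.13 in low Mg2+ (standard error 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.13e-05). In LB it was followed by plu4227, with -6.25 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.61e-05), and plu4225, with -5.98 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.88e-05). In low Mg2+ it was followed by plu4225, with -4.95, and plu4224, with -4.82 (both edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000411). Every one of the 19 and of the 9 coding sequences kept a fall of at least 1 with any of the 4 compared samples left out.

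The difference between the effects of phoP in the 2 media was tested as an interaction. No coding sequence passed the threshold (smallest edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.458), and 306 had an unadjusted p below 0.05. Replicate numbers in the labels could pair the samples. Across 3060 coding sequences, the deviations of same-numbered samples correlated at -0.434 in LB and at 0.214 in low Mg2+. With the replicate number as a block in the fit of all 12 samples, 14 coding sequences passed in LB and 8 in low Mg2+, this pairing being taken from the labels. With the block in a fit of the 4 compared samples, 0 passed in either medium, against 2 in LB and 0 in low Mg2+ without it. A fit of the 4 LB samples with the numbers crossed, chosen after the deviations were seen, gave 31, of which 28 were lower and 3 higher in the mutant. For pbgP1 in LB the paired log2 differences were -2.20 and -3.11 with the numbers as given and -2.84 and -2.48 when crossed.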

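The coding sequences past the threshold in LB or in low Mg2+ numbered 19, since the 9 found in low Mg2+ were all among the 19 found in LB. This count was 75 with DESeq2 on all 12 samples and 15 with the replicate block in the edgeR fit, with the pairing taken from the labels. Of the 19, 18 are in the list of Fig. 3A. The other is plu2784 (3305063 to 3305686, plus strand), annotated as PagP, a lipid A acyltransferase. It fell from 21.9 ± 7.86 CPM (SD, n = 2) in TT01 to 0.668 ± 0.159 CPM (SD, n = 2) in the mutant in LB.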

The PhoP regulatory network, then, consists of 98 genes that are differentially expressed between TT01 and the *phoP* mutant strain (Fig. 3A). 

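No coding sequence was higher in the phoP mutant past the threshold in either medium. Among those with an unadjusted p below 0.05, 159 were higher and 188 lower in the mutant in LB, and 327 were higher and 422 lower in low Mg2+. With DESeq2 on all 12 samples, 7 were past the threshold and higher in the mutant in at least 1 medium.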

Only 26 genes were downregulated by PhoP in both LB and low-Mg^2+^ conditions. We subsequently defined the core PhoP regulon in *P. luminescens* as the 21 differentially regulated genes (*de facto* over-expressed) in both sets of conditions out of the 98 PhoP-dependent genes (Fig. 3A) and six loci were validated by real-time RT-qPCR (Supplementary Table 2C). 

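All 21 genes of Fig. 3A were lower in the phoP mutant than in TT01 in both media, by at least 1 on the log2 scale. The paper chose these 21 genes from the same samples, so their shared direction here is not independent evidence. Their log2 fold changes ranged from -6.56 to -1.88 in LB, with a median of -3.27, and from -7.13 to -1.58 in low Mg2+, with a median of -2.70. In LB, 18 of the 21 passed the threshold, in low Mg2+ 9 did, and the same 9 passed in both. These 9 are plu1579, plu3988, plu4210–plu4212 and plu4224–plu4227. The largest adjusted p among the 21 was 0.0395 in LB and 0.0419 in low Mg2+ (edgeR quasi-likelihood, Benjamini-Hochberg). With DESeq2 on all 12 samples, 24 coding sequences passed in both media, among them all 21 of Fig. 3A. From the genes that differed in both sets of conditions, the paper defines the core PhoP regulon.

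**Figure D1:**
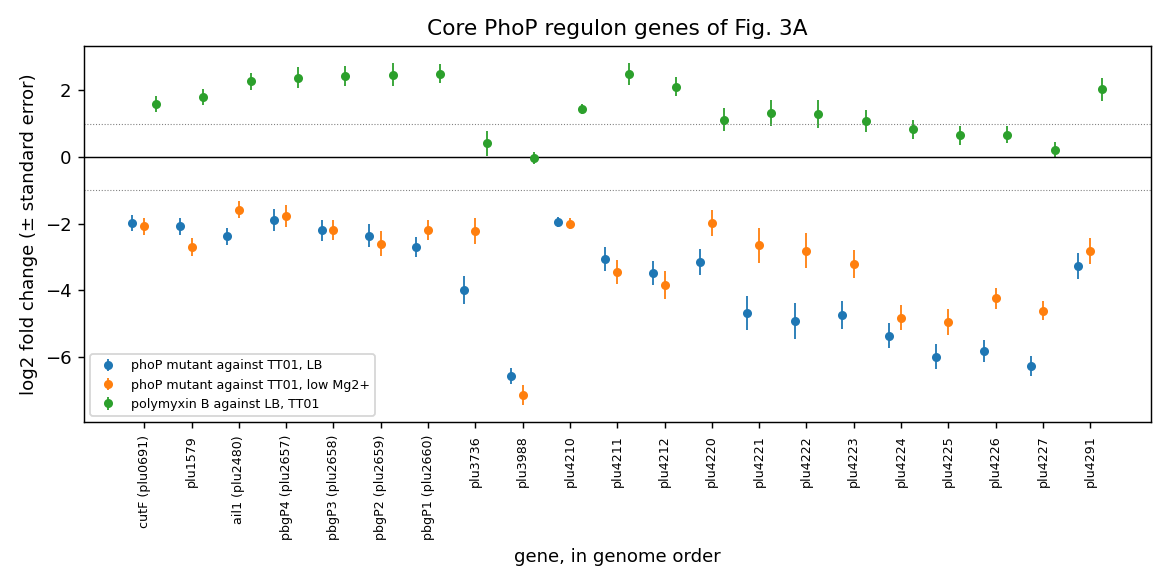
Log2 fold changes (vertical axis, with standard errors) of the 21 core genes of Fig. 3A in genome order (horizontal axis), for the phoP mutant against TT01 in LB and in low Mg2+ and for TT01 with polymyxin B against LB. The points of both mutant comparisons lie between -7.13 and -1.58, and those of polymyxin B between -0.03 and 2.49.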

The core PhoP regulon includes genes involved in CAMP resistance (*pbgP* operon), resistance to host factors (*ail1*, plu1579) and genes encoding conserved hypothetical proteins of unknown function. 

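The first gene of the pbgP operon, pbgP1 (plu2660, 3113911 to 3115056, minus strand), encodes an aminotransferase of the pathway that adds aminoarabinose to lipid A. In LB it had 159.5 ± 48.9 CPM in TT01 and 24.4 ± 3.38 CPM in the phoP mutant (SD, n = 2 each), a log2 fold change of -2.71 (standard error 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00267). In low Mg2+ its log2 fold change was -2.20 (standard error 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00922), which did not pass the threshold. The 4 genes plu2657–plu2660 fell by between 1.88 and 2.71 on the log2 scale in LB, and of these only pbgP1 passed. The ail1 gene (plu2480, 2920701 to 2921228, minus strand) changed by -2.38 in LB (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00267) and by -1.58 in low Mg2+ (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.02). For plu1579 (1888106 to 1888714, minus strand), annotated as a putative permease for bacitracin transport, the log2 fold changes were -2.08 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00485) and -2.70 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00198) in LB and low Mg2+. The cutF gene (plu0691, 794390 to 795061, plus strand) changed by -1.98 in LB (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00485) and by -2.08 in low Mg2+ (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00641). A putative Mg2+ transporter MgtE (plu3736, 4405167 to 4406237, minus strand) changed by -3.98 in LB (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00264) and by -2.21 in low Mg2+ (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0309), where its mutant replicates differed widely (154.5 ± 91.8 CPM, SD, n = 2). With 1 of the compared samples left out, the log2 fold change of pbgP1 in LB lay between -2.99 and -2.35.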

We also found 11 genes belonging to a locus encoding putative components of a type 6 secretion system in TT01 (T6SS-4_TT01_: plu4198-plu4227) (Fig. 3A). 

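The T6SS-4 locus runs from plu4198 to plu4227, and 27 of its genes were tested. The 11 that Fig. 3A lists in the core, plu4210–plu4212 and plu4220–plu4227, fell by between 1.95 and 6.25 on the log2 scale in LB, all past the threshold. In low Mg2+ they fell by between 1.98 and 4.95, and 7 passed. The largest change in LB was that of plu4227 (4947666 to 4949198, minus strand), a putative tail sheath protein, from 455.6 ± 115.3 to 5.94 ± 2.33 CPM (SD, n = 2 each, log2 fold change -6.25, standard error 0.30, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 1.61e-05).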

For the entire PhoP regulon, we identified six additional genes from the T6SS-4_TT01_ locus and four genes from the T6SS-3_TT01_ locus (plu3259-3262) as differentially regulated (Supplementary Table 2A). 

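Of the T6SS-4 genes, 7 passed the threshold in both media and 4, plu4220–plu4223, in LB only. These 4 are in the core of Fig. 3A. Outside that core, plu4214 changed by -2.47 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00778) and plu4217 by -3.03 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00619) in LB, close to the threshold without passing it. The 4 genes of the T6SS-3 locus, plu3259–plu3262, were lower in the mutant in LB by between 2.31 and 2.68 on the log2 scale, and none passed. The smallest adjusted p among them was that of plu3261 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0478). With DESeq2 on all 12 samples, 3 of these 4 genes passed in at least 1 medium.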

T6SS are widely thought to be involved in cellular interactions between bacteria or between bacteria and eukaryotes. Their function in *Photorhabdus* has yet to be determined, but both these roles are consistent with the lifestyle of this bacterium^16^.

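All 19 coding sequences past the threshold in at least 1 medium were lower in the phoP mutant, which is the direction of activation by PhoP. Under each of the RLE and coding-sequence scalings none was higher in the mutant, and with upper-quartile scaling 1 was. Other tests placed a few higher in at least 1 medium, 7 of 75 with DESeq2 on all 12 samples and 4 of 69 at an adjusted p of 0.05. On only the compared samples, DESeq2 placed 5 of 66 higher and the exact test of edgeR 5 of 67. The paper states that PhoP mostly upregulates its network.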

PhoP is a transcriptional regulator that mostly upregulates its network through direct or indirect interactions. The phosphorylated form of PhoP can bind directly to the promoter region of the *ail1* gene^28^, a member of the core PhoP regulon. We investigated the architecture of the PhoP network further, by exploring the interactions of PhoP with the promoter sequences of the *pbgPE* and *phoPQ* operons, both of which are required for the emergence of the resistant subpopulation. We carried out electromobility shift assays (EMSA) to compare the interaction profiles of different amounts of PhoP protein with the *pbgPE* and *phoP* promoter regions. A shift was observed for both promoters after the addition of phosphorylated PhoP-His (Fig. 3B). No such shift was observed after incubation with unphosphorylated PhoP-His at low concentration (below 4.7 μM). This specific binding to the promoter regions of *phoP* and *pbgPE* confirmed that the phosphorylated form of PhoP is the active isoform and revealed that PhoP is involved in positive feedback control of its own expression (Fig. 3A).

### Concomitant overexpression of genes involved in resistance, virulence and bacterial antagonism in the polymyxin B-resistant subpopulation

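For the polymyxin B experiment, RNA was sequenced from 2 samples of TT01 in LB and from 2 samples of TT01 in LB with polymyxin B at 100 mg per litre, a cyclic peptide antibiotic that permeabilizes the bacterial outer membrane. The control samples are the same LB samples that entered the comparison with the phoP mutant. The authors deposited sense-strand read counts per feature, with totals of 3460088 and 5787477 in LB and 5113355 and 2715351 with polymyxin B. The share of ribosomal RNA in the totals lay between 10.8% and 16.1% in the polymyxin B samples, against 11.6% and 12.6% in LB. The correlation of log2 CPM between replicates was 0.980 in LB and 0.986 with polymyxin B. Counts were analysed in the model of all 12 samples described for the phoP mutant, with 4453 coding sequences tested. Replicate numbers of both groups could again pair the samples, and the deviations of same-numbered samples correlated at 0.126 across 3060 coding sequences. The paper describes RNA taken before and after polymyxin B was added, which would pair the cultures, but not how the pools were matched. The main fit left this pairing out. Each polymyxin B culture was grown for 10 to 12 hours after the antibiotic was added, so the cultures differ in time as well as in treatment, and the comparison cannot separate the 2. The paper treats the cells that grew as a selected resistant subpopulation, so a difference can reflect selection as well as a response. By RT-qPCR, the paper also found its main markers in resistant clones grown without the antibiotic, which was not analysed here.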

We investigated the gene expression profiles of the subpopulation defined on the basis of CAMP resistance, by extracting RNA from bacteria grown in LB medium and harvested at an OD_540_ of 0.3–0.4 before (control) and after the addition of polymyxin B (10–12 hours of exposure). 

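Between polymyxin B and LB, 240 coding sequences passed the threshold, and 1648 had an unadjusted p below 0.05. The number was 502 at an adjusted p of 0.05 with the same fold change limit, 413 with DESeq2 on all 12 samples and 416 with DESeq2 on the 4 compared samples. With the replicate number as a block, a pairing taken from the labels and with a correlation of 0.126 between same-numbered samples, 182 passed in the fit of all 12 samples and 328 in the fit of the 4 samples. Without the block, 174 passed in the edgeR fit of the 4 samples. The largest rise was that of plu3507 (4099071 to 4099475, minus strand), a putative major fimbrial subunit, from 1.75 ± 1.60 to 132.9 ± 30.3 CPM (SD, n = 2 each, log2 fold change 6.05, standard error 0.47, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000429). The adjacent pluCDS4280703D and plu3630, elsewhere on the genome, rose by 5.26 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000626) and 4.95 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00176). The largest fall was that of plu0104 (101566 to 102060, plus strand), a putative secreted protein, with a log2 fold change of -6.80 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00119). It went from 81.3 ± 31.4 to 0.697 ± 0.0027 CPM (SD, n = 2 each). The lower value lies near the counting floor, so the size of this fall is uncertain. After plu0104 came the phage tail genes pts20 (plu0015), with -5.92 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000497), and pts22 (plu0013), with -5.51 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000761).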

We observed significant differences (|log_2_ fold change| ≥1; adjusted *p*-values ≤ 0.005) in expression between the two sets of conditions for 445 genes (Supplementary Table 3). 

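Of the 240 coding sequences past the threshold, 92 were lower and 148 higher with polymyxin B than in LB. This balance moved with the scaling of the libraries. With the totals of coding sequences as library size, 55 were lower and 212 higher, while RLE factors gave 81 and 150. DESeq2 on all 12 samples gave 180 and 233. With each of the 4 samples left out in turn, between 226 and 239 of the 240 kept a change of at least 1 in the same direction.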

We found that 208 genes were underexpressed and 237 genes were overexpressed in the resistant subpopulation relative to the control (*i.e*., the same clonal population before the addition of polymyxin B) (Supplementary Table 3B,C). COG annotations and representations of percentages by COG class in TT01 genome (Fig. 4A) indicated that the polymyxin B-selected regulon was not massively biased towards one specific COG class. Nevertheless, we observed a slight enrichment in genes encoding proteins involved in amino-acid transport and metabolism (E), lipid transport and metabolism (I), intracellular trafficking, secretion and vesicular transport (U) and extracellular structures (W). Interestingly, four large families of proteins previously described in *P. luminescens*^26^ were over-represented (Fig. 4B). First, components of secretion systems were frequently found to be differentially expressed and some of these systems have been described as bacterial contact-dependent delivery systems^31^. One remarkable marker of the polymyxin B-resistant subpopulation is the family of proteins secreted by the two-partner secretion (TPS) pathway (T5SS). 

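Fig. 4B lists 6 TpsA and 6 TpsB genes, and all 6 of these TpsA genes were higher with polymyxin B, by between 2.00 and 3.57 on the log2 scale. The paper chose the genes of Fig. 4B from these same samples, so a shared direction is not independent evidence for any of its families. The largest TpsA change was that of plu0225 (230329 to 235488), with a log2 fold change of 3.57 (standard error 0.43, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00119). Its neighbour plu0226 (235518 to 237197), a TpsB gene, had the largest change of that family, 4.37 (standard error 0.74, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00388). These directions were the same with RLE, upper-quartile and coding-sequence scaling. Those scalings moved the largest TpsA change from 3.57 to at most 3.79, too little to reverse any of these directions.

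**Figure D2:**
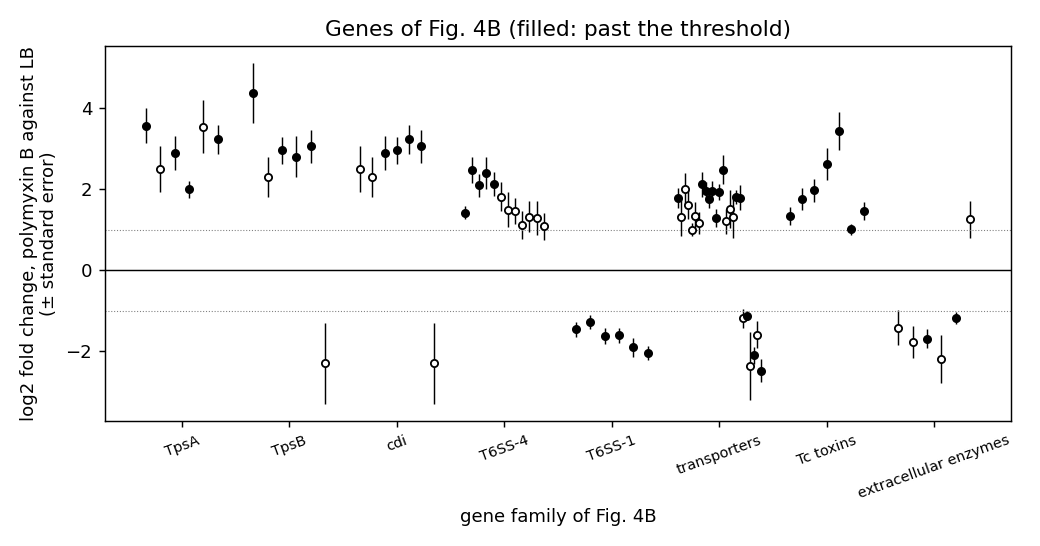
Log2 fold changes of polymyxin B against LB (vertical axis, with standard errors) for the genes of Fig. 4B by family (horizontal axis). The genes of Fig. 4B for type 1 secretion, type 3 secretion and other toxins are not drawn. Filled points passed the threshold, as did 45 of all 73 genes of Fig. 4B, drawn or not. A cdi gene is drawn also under TpsA or TpsB. All 7 Tc toxin genes are filled and lie between 1.01 and 3.43.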

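Among the 10 TpsA genes, 4 passed the threshold with polymyxin B, plu0225, plu1367, plu2453 and plu3718. The TpsA genes plu3594, with a log2 fold change of 3.55 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00519), and plu1149 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0132) rose without passing it. Among the 8 TpsB genes, 4 passed, plu0226, plu1368, plu3569 and plu3719. Another, plu1150, rose by 2.30 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00995), and plu0549 fell by 2.30 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.129). At an adjusted p of 0.05, 6 TpsA and 5 TpsB genes passed, and with DESeq2 on the 4 compared samples 6 of each did.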

Actually, six of the ten genes encoding TpsA (the exoproteins) and six of the eight genes encoding the TpsB (β-barrel protein pores) were differentially expressed. For *tpsAB* genes, the expression of *phlAB,* encoding a protein involved in secretion of the hemolysin PhlA in *P. luminescens*^32^, was similar in the presence and absence of polymyxin B, whereas most of the *cdiAB* genes (seven of eight *cdi* genes) encoding a new functional family of contact-dependent inhibition (CDI) system^33^ were representative markers of the polymyxin B subpopulation (Fig. 4B). Moreover, 12 PhoP-dependent genes encoding the T6SS-4_TT01_ were overexpressed markers in the resistant subpopulation, whereas six genes from another T6SS locus (T6SS-1_TT01_: plu0335-plu0373) were underexpressed in the resistant subpopulation (Fig. 4B). Similarly, 25 genes encoding components of transporters of small molecules were differentially expressed between the resistant subpopulation and the wild-type population. 

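The phlA gene (plu0316) changed by -0.14 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.856) and phlB (plu0317) by -0.81 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.454), neither distinguishable from replicate variation. Of the 8 cdi genes, 6 rose with polymyxin B by between 2.30 and 3.23 on the log2 scale, and the gene pairs plu1367–plu1368 and plu3718–plu3719 passed the threshold. The largest rise was that of plu3718 (4374057 to 4383140), with a log2 fold change of 3.23 (standard error 0.36, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000834). The pair plu1149–plu1150 rose without passing, and plu0548 and plu0549 were lower, by 0.86 and 2.30, without passing. Under RLE, upper-quartile and coding-sequence scaling the number of cdi genes with a rise was 6 each time. These scalings moved the largest rise from 3.23 to at most 3.45, too little to alter that number.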

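All 12 T6SS-4 genes of Fig. 4B were higher with polymyxin B, by between 1.08 and 2.48 on the log2 scale. The 5 genes plu4210–plu4214 passed the threshold, the largest rise being that of plu4211 (4925955 to 4926446), a putative Hcp effector, with 2.48 (standard error 0.32, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00148). The other 7, plu4215–plu4217 and plu4220–plu4223, had adjusted p values from 0.00702 to 0.0535 (edgeR quasi-likelihood, Benjamini-Hochberg). Of the 5 genes, 3 also passed in the comparison of the phoP mutant with TT01. At an adjusted p of 0.05, 13 genes of the locus were higher. In the T6SS-1 locus, the 6 genes plu0368–plu0373 were lower and all passed, with log2 fold changes from -2.05 to -1.28, the largest being that of plu0373 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000497). Both directions held with RLE, upper-quartile and coding-sequence scaling, but these scalings could not have reversed changes of this size. They moved the smallest T6SS-4 rise from 1.08 to at most 1.30 and the smallest T6SS-1 fall from -1.28 to -1.07 at most.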

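Of the 25 transporter genes of Fig. 4B, 19 were higher and 6 lower with polymyxin B, each in the direction of the figure, and 13 passed the threshold. The largest rise was that of plu1813, with a log2 fold change of 2.48 (standard error 0.35, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00192), and the largest fall that of plu4424, with -2.49 (standard error 0.28, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000879). All 5 genes of the dppABCDF operon (plu0300–plu0304) passed, with rises between 1.30 and 2.12. Those that did not pass were plu4084, gltI, gltJ, putP, plu3740, sstT, lsrB, feoA, feoB, plu0221, plu2350 and tctC. For putP the adjusted p was 0.00297 (edgeR quasi-likelihood, Benjamini-Hochberg) and the log2 fold change, 1.00, lay just under the limit before rounding. With DESeq2 on the 4 compared samples, 23 of the 25 passed.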

The other overrepresented proteins were large multimeric protein complexes from the insecticidal toxin complex (Tc) family^34^. 

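All 7 Tc genes of Fig. 4B passed the threshold with polymyxin B. The rise was largest for tcdA2 (plu0970, 1136558 to 1143892), with a log2 fold change of 3.43 (standard error 0.48, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00181), followed by tcdB2 (plu0969), with 2.62 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00283). The log2 fold changes of tcaC, tcdA1, tcdB1, tccA1 and tccB1 lay between 1.01 and 1.97. All 7 were also higher with RLE, upper-quartile and coding-sequence scaling. These scalings moved the smallest rise only from 1.01 to at most 1.23, so the direction could not have changed. With the replicate block in the fit of all 12 samples, the pairing being taken from the labels, 5 of the 7 passed.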

Seven genes encoding TcA or TcB subunits were overexpressed in the resistant subpopulation, suggesting higher virulence for the resistant subpopulation in insects. 

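All 5 genes of extracellular enzymes that Fig. 4B lists as lower with polymyxin B had a negative log2 fold change, and 2 passed the threshold. These were pdl (plu3159, 3718571 to 3720448), with -1.70 (standard error 0.23, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00178), and plu1414, with -1.18 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00156). The largest fall, that of prtS (plu1382), was -2.20 (standard error 0.59) and did not pass (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0265). Neither did plu1516, with -1.43 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0403), nor plu1519, with -1.78 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.013). At an adjusted p of 0.05 all 5 passed. The directions held with RLE, upper-quartile and coding-sequence scaling. These scalings moved the largest fall only from -2.20 to -1.98 at most, too little to reverse any of the 5.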

Finally, five extracellular enzymes classically described as causal factors of insect cadaver degradation^35^ or enhancers of Tc toxins, were underexpressed in the resistant subpopulation. We also found that a large proportion of the genes of the PhoP regulon were overexpressed in the resistant subpopulation: 37 of the 55 PhoP-dependent genes in LB broth (Supplementary Table 3C) and 15 of the 21 genes from the core PhoP regulon (Fig. 4B; Supplementary Table 3C). Moreover we showed by RT-qPCR that the main signature markers (PhoP-dependent or not) are also present in polymyxin-resistant clones grown without polymyxin B (Supplementary Table 3D) demonstrating that the presence of the antibiotic is not required to the differential expression of signature markers. Thus, the polymyxin B-resistant subpopulation mainly displayed an upregulation of genes involved in CAMP resistance, virulence (such as *tc*) and bacterial antagonism (such as *cdi*), suggesting an enhanced ability to infect insects and to outcompete saprophytic bacteria in cadavers.

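Of the 19 coding sequences past the threshold between the phoP mutant and TT01 in LB, 9 were also past it and higher with polymyxin B, and 0 were lower. By chance, 0.631 would be shared between this list and the 148 coding sequences higher with polymyxin B (Fisher's exact test over 4453 coding sequences, one-sided p = 2.7e-09). Genes of an operon are not independent, so 1 list was also permuted by rotation along the gene order, and 6 of 4453 rotations gave an overlap as large (permutation p = 0.00135). The TT01 samples in LB enter both comparisons. The list from low Mg2+ shares no sample with the polymyxin B comparison, and 4 of its 9 genes were higher with polymyxin B (permutation by rotation, p = 0.00764). With DESeq2 on the 4 compared samples, 25 of 39 genes were shared, and with the replicate block in the edgeR fit of all 12 samples, the pairing being taken from the labels, 5 of 14 were.

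Of the 21 core genes of Fig. 3A, 11 were past the threshold and higher with polymyxin B, and 20 had a positive log2 fold change, or 21 with the totals of coding sequences as library size. The remaining gene, plu3988, changed by -0.03 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.914). The genes mgtE (plu3736) and plu4227 changed by 0.41 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.466) and 0.22 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.531), and plu4224–plu4226 by between 0.64 and 0.82, none past the threshold.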

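Of the 73 genes of Fig. 4B, 45 passed the threshold in the direction of the figure and 28 changed in that direction without passing, while 0 changed in the opposite direction. The figure was drawn from the same samples, so the directions could hardly have differed. With DESeq2 on the 4 compared samples, 69 passed, and with the replicate block in the edgeR fit of all 12 samples, the pairing being taken from the labels, 39 did. From the rise of the pbgP, tc and cdi genes in the resistant subpopulation, the paper proposes an enhanced ability to infect insects and to compete with other bacteria in the cadaver.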

### The resistant subpopulation is responsible for killing insects

The observation of a *Photorhabdus* population containing cells in which virulence and resistance genes were pre-activated *in vitro* led us to study the fate of this resistant subpopulation in insects through studies of the *in vivo* growth kinetics of the *P. luminescens* TT01 strain. At various time points after injection, we quantified the cells of the resistant subpopulation by plating extracts of crushed insect larvae (Fig. 5A). As previously described^14^, the total number of living TT01 CFU decreased by two to three orders of magnitude during the first few hours after injection, corresponding to the clearance phase. Between 6 to 10 hours post infection (hpi), the total population of living cells consisted entirely of resistant bacteria (Fig. 5B). *Spodoptera* larvae synthesize AMPs 3 to 9 hours post injection^36^,^37^, a time period corresponding perfectly to the observed clearance phase. During the septicemia phase, when the insects were dying, the resistant subpopulation outcompeted the susceptible population, highlighting the dependence of septicemia on the multiplication of resistant bacteria. No insect death and septicemia was observed after the injection of the *phoP* or *pbgE* mutant strains (see Supplementary Figure 2) and as expected, no resistant bacteria were observed (data not shown). To confirm that the resistant subpopulation consisted of pre-adapted infectious cells, we injected a selected polymyxin B-resistant subpopulation into insects at a lower dose (10^3^ bacteria per insect). The LT_50_ was reached four hours earlier than for the TT01 wild-type population (see Supplementary Figure 3). We also assessed the reversibility of the resistant phenotype in insects after long-term incubation *in vivo*. The proportion of resistant cells in the population present in the insect cadaver returned to its initial value after seven days (Fig. 5C).

## Discussion

We identified phenotypic and transcriptional heterogeneity underlying individual variation in resistance to CAMPs in subpopulations of *P. luminescens*. The high rate with which resistance emerged and its rapid reversion in the CAMP-resistant subpopulation suggested that the variation was not genetic. Genome sequence analysis identified no causal mutation related to the polymyxinB-resistance phenotype, suggesting that the resistance was instead epigenetic. Differences between cells in isogenic sbacterial populations may reflect noise due to central cellular processes^1^. We have shown in the sister species of this entomopathogenic bacterium, *Xenorhabdus*^5^, that feedback loops in regulatory networks lead to bimodal gene expression or bistability, as described elsewhere^38^. We also found that the emergence of *P. luminescens* resistant individuals is driven by the PhoP-PhoQ two-component regulatory system and the *pbgPE* resistance genes encoding proteins involved in LPS modifications^25^. Consistent with previous reports^27^, we found that PhoP regulated its own transcription via a positive feedback loop and we observed direct binding of phosphorylated PhoP to the promoter region of the *pbgPE* operon. However, no conserved PhoP box consisting of a repeated hexameric sequence^39^ was identified in the 5′UTR of these two genes. In *Salmonella enterica*, the positive feedback loop of the *phoPQ* operon is required for a surge in the activity of the PhoP/PhoQ system^40^. In *P. luminescens*, the ectopic expression of *phoPQ* genes and bacterial growth in inducing conditions (low Mg^2+^ conditions) did not significantly increase the proportion of polymyxin B-resistant individuals in the total population. Furthermore, the feedback loop controlling *phoP* expression was unable to stabilize the noisy pattern of *pbgP* expression in the presence and absence of CAMP. Despite the lack of synchronization of PhoP-dependent *pbgPE* gene expression during the growth of *P. luminescens,* appropriate levels of expression, at the right time, can be achieved randomly in certain individuals, facilitating thereby the modifications to LPS involved in CAMP resistance. The mechanisms underlying the erratic expression of *pbgPE* genes have yet to be characterized. Finally, this non-genetic variation in *P. luminescens* displayed some degree of heritability, as the production of a sufficiently large progeny allowed colony formation in the presence of CAMP selection, suggesting a role for epigenetic variation. It is noteworthy that PhoP-mediated LPS modifications also occur in a subset of *S. enterica* during infection and this bacterial heterogeneity is sufficient to drive radically different host immune responses^41^. Another successful strategy of antibiotic resistance used by subpopulations of bacterial cells involves the generation of persister cells, which cannot multiply in the presence of antimicrobial compounds^3^. However, transient dormancy states cannot confer resistance to cationic peptides acting like surfactants. A recent study described an *Enterobacter cloacae* isolate harbouring a minor subpopulation highly resistant to colistin (polymyxin E)^42^. As shown here with polymyxin B, this subpopulation become predominant in colistin and returned to baseline after antibiotic removal and was also dependent on PhoQ. Authors proposed to refer to this resistance phenomenon described in *E. cloacae* as “clonal heteroresistance”. However, excepted a higher levels of the lipid A modification genes such as *arnB (pbgP1* synonym), signature markers described in polymyxin-resistant subpopulation of *Photorhabdus* (such as T6SS or T5SS upregulation) were not found in colistin-resistant *E. cloacae*. Other clinical studies have also reported the preadaptation of certain bacterial cells to antibiotic challenge in the absence of mutation. So-called “adaptive” resistance typically involves transient changes in the expression of genes encoding porins or efflux pumps, increasing the chances of the isogenic bacterial population surviving antibiotic treatment^43^. For instance, single-cell heterogeneity in expression of the porin gene *ompC* confers adaptive resistance to kanamycin in *Salmonella*^44^. The resistance phenotype described here is a similar, transient phenomenon, but the mechanism involved is different. Moreover we also showed here that the emergence of polymyxin resistance in *P. luminescens* is a phenomenon different than phenotypic variation previously described in this genus.

One of the most striking findings of this study is the selection of the transient resistant state during infection, rendering the subpopulation of cells resistant to CAMPs virulent in insect larvae. Indeed, *P. luminescens* kills insects through bacteremia, and the LT_50_ of *Photorhabdus* has been shown to be directly correlated with its rate of growth *in vivo*^45^. We found that the observed clearance of circulating bacteria from the insect hemolymph^12^,^14^ was consistent with the destruction of most of the bacterial cells susceptible to the CAMPs produced by the insect early in infection. In particular, attacin C and drosocin were strongly upregulated after *Photorhabdus* infection^13^. The subsequent growth of the CAMP-resistant population leads to septicemia and insect death. After the infection stage, reversibility of the resistant phenotype, with a return to the initial proportions of resistant cells was observed after long-term incubation in insect cadavers, consistent with reports that CAMPs may be degraded by proteases, produced by *P. luminescens*^46^. The reversible phenotypic variation in *Photorhabdus,* conferring an adaptive resistance phenotype on a minor subpopulation, may clearly be seen as a bet-hedging strategy^47^. Our findings are consistent with the hypothesis that bet-hedging is potentially advantageous in harsh and unpredictable environments^48^. One question that remains to be addressed is why the infection strategy is based on bet-hedging, rather than direct environmental sensing in *P. luminescens*. Indeed, *Photorhabdus* has to cope with very different environments imposed by the host immune system. The nematode hosts of these bacteria target a wide range of insects^49^. Each insect family has its own defense system, with different patterns and the production of different families of CAMPs (for review see^50^). We therefore suggest that *P. luminescens* survival is partly dependent on a non-specific mechanism of resistance to CAMPs, involving LPS modifications and that the expression of the resistance phenotype is noisy because the insect-host environmental signals are highly diverse and unpredictable due to the diversity of insect prey^49^. We also found that the selection mediated by polymyxin B *in vitro* or by insect CAMPs early in infection resulted in the generation of individuals strongly expressing antibiotic resistance genes. 

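The pbgP1 gene rose from 159.5 ± 48.9 CPM in LB to 897.9 ± 235.8 CPM with polymyxin B (SD, n = 2 each), a log2 fold change of 2.49 (standard error 0.28, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000879). The 4 pbgP genes of the core rose by between 2.37 and 2.49 on the log2 scale, and the downstream pbgE1, pbgE2 and pbgE3 genes by 2.26, 2.00 and 2.29, all past the threshold. The ail1 gene rose by 2.26 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000865), cutF by 1.57 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00263) and plu1579 by 1.79 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00168). The regulator genes themselves also rose, phoP by 1.45 (standard error 0.21, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00231) and phoQ by 1.34 (standard error 0.16, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00119). With 1 of the compared samples left out, the log2 fold change of pbgP1 lay between 2.19 and 2.84.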

As expected, the overexpression of *pbgPE* and of the other main PhoP-dependent genes from the PhoP core regulon was identified as a marker of this selection. However, with the exception of two genes encoding putative transport proteins (Fig. 4), very few other antimicrobial peptide resistance genes were selected. In addition, our RNAseq data revealed no induction of regulon involved in stress responses. 

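Of the transporter genes in Fig. 4B, plu1579 rose with polymyxin B from 79.9 ± 25.5 to 277.5 ± 43.2 CPM (SD, n = 2 each), a log2 fold change of 1.79 (standard error 0.24, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00168). The transporter gene plu4084 (4770938 to 4772125) rose by 1.31 (standard error 0.46), which did not pass the threshold (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0687).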

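A list of 56 symbols of stress response genes, from the heat shock, envelope stress, oxidative stress, SOS and general stress responses, was drawn up for this comparison without reference to the counts, and 38 of these genes were tested. With polymyxin B their median log2 fold change was 0.04, and 95.9% of 10000 random lists of matched mean expression had a lower median, which leaves it inside the middle 95% of the lists (from -0.31 to 0.06). Of the 38 genes, 3 passed the threshold and all 3 were higher. These were cpxP (plu4793, 5566624 to 5567118), with a log2 fold change of 2.21 (standard error 0.28, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.00137), cspD (plu1592), with 1.75 (standard error 0.18, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000694), and uspA (plu0121), with 1.08 (standard error 0.12, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.000786). The cpxR and cpxA genes beside cpxP changed by 0.35 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.183) and 0.38 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.208). The rpoS gene changed by 0.42 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0164), not past the threshold, and for rpoE, rpoH, dnaK, recA and lexA the log2 fold changes lay between -0.30 and 0.16.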

Interestingly, detailed analysis revealed enrichment in genes encoding type 5 and 6 secretion systems. 

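Within the T6SS-4 locus, 27 genes were tested and 26 had a positive log2 fold change with polymyxin B, of which 5 passed the threshold. In the T6SS-1 locus, 25 genes were tested, and the 6 past the threshold were all lower. Of the 25, 1 was higher, or 5 with the totals of coding sequences as library size. Among type 5 secretion genes, 7 of 10 TpsA genes and 6 of 8 TpsB genes had a positive log2 fold change, and the count for TpsA was 8 with RLE factors and 9 with coding-sequence totals.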

Complex interplay has already been reported between LPS O-antigen structure in *Pseudomonas aeruginosa* and polymyxin B, a membrane-disrupting product, with the induction of T3SS and T6SS expression^51^,^52^. Like T6SS, the CdiAB family of TPS proteins mediates interbacterial competition in a contact-dependent manner^53^. Indeed, *cdi* genes are highly representative markers of the polymyxin B-resistant subpopulation. The CdiAB toxin family is overrepresented in the genus *Photorhabdus*^33^, but its function remains unknown. By analogy to other bacteria^53^, the overexpression of contact-dependent delivery systems in pre-adapted resistant *P. luminescens* may confer a substantial growth advantage in kin competition (i.e. with other nematode-associated bacterial strains) in cases of multiple nematode infestations. The cost of bet-hedging is related to the generation of types poorly adapted to the current conditions. The majority population of susceptible bacteria is probably avirulent in lepidopterans, as reported for *pbgE* and *phoP* mutants (Supplementary Fig. 2). This population may also display other impairments of the expression of secretion systems, transporters and insecticidal toxins. The CAMP-susceptible subpopulation is probably at an advantage under one indeterminate condition, and can outcompete CAMP-resistant individuals under a different set of conditions. Remarkably, it is likely that the majority population of susceptible bacteria produces larger amounts of extracellular enzymes than the resistant subpopulation. This susceptible population may, therefore, be better adapted to the next phase of the *Photorhabdus* life cycle, involving the degradation of insect cadavers to support nematode reproduction.

The phenotypic variation in *P. luminescens* underlies its virulence and the rapid transition from an exponentially growing pathogenic and resistant state to a post-exponential growth-stage form able to promote its own growth and that of its nematode host. Low nutrient concentration triggers the last phase of the *Photorhabdus* lifecycle: colonization of the nematode host and transmission to the next insect prey. The entry into stationary growth phase also coincides with the emergence of another variant form previously described^21^: the mutualistic form able to colonize the infective juvenile stage of the nematode. In conclusion, both studies clearly illustrate that phenotypic switching fully controls the pathogenic and mutualistic interactions between *Photorhabdus* and its invertebrate hosts.

## Methods

### Bacterial strains, plasmids, and growth conditions

The strains and plasmids used in this study are listed in Supplementary Table 4. *P. luminescens* strains were routinely grown at 28 °C in Luria-Bertani (LB) or Mueller-Hinton broth (Biokar), nutrient agar medium (Difco), or NBTA agar^54^. *Photorhabdus* was also grown in M9 liquid medium supplemented with 0.1% casamino acids, 0.41 mM nicotinic acid, 9.1 mM sodium pyruvate, 0.1 mM CaCl_2_ and 0.2% glycerol, with various concentrations of MgSO_4_ (10 μM for low Mg^2+^ conditions and 10 mM for high Mg^2+^ conditions). When required, antibiotics were used at the following final concentrations: polymyxin B (polyB), 100 mg.l^−1^; kanamycin, 20 mg.l^−1^; gentamicin, 15 mg.l^−1^; and erythromycin 15 mg.l^−1^.

### Antibacterial activity

*In vitro* susceptibility tests to determine MICs were performed by the broth microdilution method, according to guidelines^55^. Stock solutions of colistin methane sulfonate (Sigma) and polymyxin B (Sigma) were diluted in sterile water to obtain concentrations of 20 and 50 mg.l^−1^, respectively. Stock solutions of 0.4 mg.l^−1^ cecropin A and B (Sigma) were prepared in sterile water. Synthetic *S. frugiperda* cecropin B (CecB1)^30^ was prepared in distilled water, to yield a concentration of 0.5 mg.l^−1^. Antibiotics were then added directly to 96-well microtiter plates in serial two-fold dilutions. We dispensed 10^4^ bacteria grown to an OD_540_ of 0.6–0.8 into each microdilution well. MICs were determined by eye after incubation in microtiter plates containing Mueller-Hinton broth (Biokar) at 28 °C for 48 h.

### Electrophoretic mobility shift assays (EMSA)

The promoters of *phoP* and *pbgP1* were amplified by PCR from the genomic DNA of TT01 with the primers (Supplementary Table 5), and purified with the High Pure PCR Product Purification kit (ROCHE). The 5′ ends of the DNA were labeled with [γ-^32^P] ATP and T4 polynucleotide kinase (Promega). The PhoP-His protein was purified and phosphorylated *in vitro* by incubation with acetyl phosphate^56^. Radioactive DNA probe (2000 cpm.ml^−1^), 200 ng of poly(dI-dC)-poly(dI-dC) (SIGMA) and various amounts of PhoP-His were mixed in binding buffer (50 mM Tris-HCl pH 8, 50 mM KCl, 50 μg.ml^−1^ BSA), in a total volume of 20 μl, and incubated for 20 minutes at room temperature. The mixture was then loaded onto a native 6% (w/v) polyacrylamide TBE precast gel (Invitrogen) and subjected to electrophoresis in 1% TBE (Tris-borate-EDTA) buffer for 1 h at 100 V. Radioactive species were detected by autoradiography. PhoP-His was activated by *in vitro* phosphorylation with acetyl phosphate^57^.

### Molecular techniques and RNA preparation

DNA manipulations were carried out as previously described^58^. Plasmids were introduced into *E. coli* WM3064 (Supplementary Table 4) by transformation and transferred to *P. luminescens* by filter mating^32^. All constructs were sequenced by Eurofins MWG Operon. The primers used (Eurogentec) are described in Supplementary Table 5. Total RNA was extracted and purified with the RNeasy miniprep kit (Qiagen), including a DNase I treatment step. For each RNA preparation, we assessed DNA contamination by carrying out a control PCR. The quantity and quality of RNA were assessed with an Agilent 2100 Bioanalyzer with the RNA 6000 Nano LabChip kit. RNA was prepared from a culture at an OD_540_ of 0.3–0.45 before and after the addition of polymyxin B to the medium (when the OD_540_ had returned to 0.3). Samples were differentially analyzed in the *phoP* mutant and the wild-type TT01 strain grown in LB or low Mg^2+^ conditions or before and after adding polymyxin B (six independent biological replicates per strain) and pooling equal amounts of total RNA from three replicates of the same strain together. We thus generated two biological samples per strain, which were subjected to two successive rounds of ribosomal RNA depletion with the Microbe Express kit (Ambion) before RNA Sequencing.

### Single-molecule real-time (SMRT) DNA sequencing and mutation analysis

Genomic DNA was extracted from bacteria grown in LB or LB plus polymyxin B and harvested at an OD_540_ of 0.3–0.45 with the QIAamp DNA Mini Kit (Qiagen). An additional purification was performed with the DNA Clean-up kit (MoBio Laboratories). The DNA libraries were prepared according to PacBio guidelines and sequenced on two PacBio SMRT cells on a Pacific Biosciences RSII instrument (Genome Québec, Montréal, Canada). The raw data were processed with the PacBio SMRT Analysis Suite (version v2.3 p3). The reads were assembled *de novo*, with the high-quality Hierarchical Genome Assembly Process HGAP.3 algorithm. The assembled genomes were deposited in the Microscope platform database^59^. No major rearrangements were observed with progressiveMauve 2.1.0.a1^60^. Conserved Synteny LinePlot revealed 100% conservation of synteny groups between the two genomes studied, with a synton size ≥3 and the *P. luminescens* TT01 NC_005126 genome as the reference (data not shown). We used two programs for the detection of SNPs, insertions and deletions: GATK v3.3.0 (The Genome Analysis Toolkit^61^) which was used to map PacBio reads onto the NC_005126 reference genome, and LAST v712^62^, which is based on the alignment of the NC_005126 reference genome and the two HGAP.3 assembled genomes. Regions of poor quality displaying homopolymers ≥4 nucleotides in length or discordant multiple alignments (i.e. mapping several times onto the reference genome, with one correct mapping and one (or several) displaying <100% homology) were considered irrelevant and discarded. With 20% of its genome consisting of repeats, *P. luminescens* TT01 NC_005126 has been identified as a genome with a particularly high level of repeat coverage.

### RNA Sequencing

The RNA-seq libraries were prepared with the TruSeq^®^ Stranded mRNA sample prep kit (Illumina). Samples depleted of rRNA were fragmented and reverse-transcribed with random hexamers, Superscript II (Life Technologies) and actinomycin D. During the generation of the second strand, dTTP was replaced with dUTP. Double-stranded cDNAs were adenylated at their 3′ ends before ligation with Illumina indexed adapters. Ligated cDNAs were amplified by 15 cycles of PCR and purified with AMPure XP Beads (Beckman Coulter Genomics). Libraries were validated with a DNA1000 chip (Agilent) and quantified with the KAPA Library quantification kit (Clinisciences). Twelve libraries were pooled in equimolar amounts in a single lane and were sequenced on a HiSeq2000 machine, with the single-read protocol (50 nt). Image analysis and base-calling were performed with Illumina HiSeq Control Software and the Real-Time Analysis component. Demultiplexing was performed with Illumina sequencing analysis software (CASAVA 1.8.2). Data quality was assessed with FastQC from the Babraham Institute and the sequencing analysis viewer (SAV) from Illumina software.

### RNAseq analysis

High-throughput transcriptomic sequencing data were processed with a bioinformatic pipeline implemented at the Microscope platform^59^. The reads were mapped onto the *P. luminescens subsp. laumondi* TT01 genome sequence (EMBL accession number: BX470251) with BWA software (v. 0.7.4)^63^. We then used SAMtools (v.0.1.12)^64^ to lower the false-positive discovery rate and to extract reliable alignments from BAM-formatted files. The number of reads matching each genomic object harbored by the reference genome was then calculated with the Bioconductor-GenomicFeatures package^65^. For reads matching several genomic objects, the count number was weighted so as to keep the total number of reads constant. Finally, we used the Bioconductor-DESeq package^66^ with default parameters to analyze raw count data and to evaluate differential expression between conditions. In more details, we used the False positive Discovery Rate (FDR) method (variance estimate for each gene with the Negative Binomial distribution followed by a per gene Wald-test generating p-values that were adjusted by the method^67^. Between 11 and 20 million Illumina sequences (50-base reads) were obtained for each sample and between 15 and 40% of high-quality sequences mapped to at least one site in the reference genome. 

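The counts on features in the deposited files summed to between 2715351 and 5787477 per sample, and those on coding sequences to between 2015189 and 4565994. These totals count reads placed on annotated features of the sense strand, not all sequences obtained. In a library of the smallest size, 3 counts on a coding sequence correspond to 1.49 CPM of coding-sequence counts, and in the largest to 0.657. Counting error is covered by these floors, and the variation between cultures is not. Between 202 and 288 coding sequences had no count in a sample. The 10 coding sequences with most counts took between 9.09% and 10.6% of the coding-sequence counts. Outside coding sequences, 1 feature, the tmRNA ssrA, took between 7.17% and 12.2% of all counts, and ribosomal RNA between 6.82% and 16.1%.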

The complete dataset from this study has been deposited in the GEO database, under accession number GSE76559.

### RT-qPCR analysis

RT-qPCR was performed as previously described^5^. The data for each sample are expressed relative to the level of *recA,* using REST software 2009^68^. This method quantified the expression of a target gene relative to that of a reference gene, for comparisons of TT01 with the *phoP* mutant in different growth conditions and for comparisons of TT01 and the polymyxin B resistant subpopulation before and after the addition of polymyxin B.

### Estimation of the size of the resistant subpopulation

Agar disk diffusion assays were performed as follows. An exponentially growing culture was diluted in Mueller-Hinton medium and 1 ml, corresponding to a total of 10^3^ CFU, was spread on Mueller-Hinton agar plates. The excess medium was removed and the plates were dried for 5 to 10 minutes. We placed paper disks on the surface of the plates, and these disks were infiltrated with 500 μg or 50 μg of polymyxin B in a maximum of 10 μl. The plates were incubated at 28 °C and observed after incubation for 48 h. We also determined the proportion of the total population displaying resistance *in vitro* by counting CFUs on nutrient agar plates. Samples from the same culture of TT01 were diluted and at least three dilutions were spread on plates with nutrient agar or nutrient agar supplemented with polymyxin B (final concentration: 100 μg.ml^−1^) to isolate the resistant subpopulation. Samples were collected during bacterial growth, at each key point (lag, exponential and stationary phases). Colonies were counted 48 h after incubation at 28 °C.

### Construction of plasmids expressing *gfp*[AAV] and *gfp*[mut3] under the control of the *pbgPE* promoter

We used a method similar to that reported in a previous study^56^ to construct plasmids expressing the reporter gene *gfp*[AAV] under the control of the *pbgPE* or *lac* promoter. We constructed P_*pbgPE*_-*gfp*[AAV] as follows. Briefly, a DNA fragment corresponding to the *pbgPE* promoter region (198 bp) was amplified by PCR from TT01 genomic DNA with primers containing a *Kpn*I or *Xba*I restriction site (Supplementary Table 5). The PCR products were digested and inserted into the corresponding sites of pPROBE-*gfp*[AAV]. We constructed P_*pbgPE*_-*gfp*[mut3] by replacing the *gfp*[AAV] from P_*pbgPE*_-*gfp*[AAV] with the *gfp* mut3 gene (PCR amplification from pBB-KGFP). Finally, P_*pbgPE*_-*gfp*[AAV] and P_*pbgPE*_-*gfp*[mut3] were transferred into the TT01 wild-type strain by mating.

### Flow cytometry analysis of *pbgPE* expression in individual bacterial cells

The cultures were standardized, with a starting OD_540_ of 0.05 in 100 ml of LB medium supplemented with kanamycin. For kinetic analyses, samples were washed once with PBS (without calcium and magnesium) and the bacteria were fixed by incubation in 2% formaldehyde in PBS for 15 minutes at room temperature. For analysis of the resistant subpopulation, samples were collected at an OD_540_ of 0.3 before the addition of 100 μg.ml^−1^ polymyxin B, and then again after 10 to 12 hours of growth in the presence of polymyxin B. For live-dead staining, samples were washed once and the bacteria were incubated with Hoechst 33342 stain (final concentration: 3 μg.ml^−1^) for 15 minutes, washed twice and then incubated with Fixable Viability Dye eFluor 660 (eBioscience), diluted 1:1,000 in PBS, at 4 °C for 30 minutes before fixation in formaldehyde. All samples were analyzed in a FACS Canto II flow cytometer (BD Bioscience)^5^ for GFP quantification and live-dead analysis. Data were captured for 30,000 bacteria per sample and the raw data were analyzed with FlowJo version 8.8.6 software (TreeStar). Compensation was performed, if required. Only live cells were counted in GFP analysis (Hoechst-positive and eFluor 660-negative bacteria).

### *In vivo* pathogenicity assays

The common cutworm, *Spodoptera littoralis*, was reared with a photoperiod of 12 h on an artificial diet at 23 °C. Fifth-instar larvae were selected and surface-sterilized with 70% (vol/vol) ethanol before injections. To monitor survival curves over time, we injected 10^3^ CFU of exponentially growing bacteria from cultures supplemented with antibiotics if necessary (polymyxin B 100 μg.ml^−1^) into groups of 20 larvae. Treated larvae were incubated individually for up to 96 h, and the time at which the insects died was recorded. Bacterial concentrations were determined by counting CFUs after the plating of dilutions on nutrient agar. Statistical analysis was performed to compare survival experiments. Signed-rank tests (Wilcoxon test) were used to compare mortality patterns, as previously described^69^. For the analysis of bacterial growth kinetics and clearance in insect larvae, we injected more bacteria than previously used for the pathogenicity assays (about 5 × 10^4^ bacteria from overnight cultures) into each of 60 fifth-instar larvae. We used 40 larvae to monitor bacterial growth in hemocoel, respectively. Four groups of two larvae for each time point were surface-sterilized with 70% (vol/vol) ethanol, crushed in 3 ml LB medium with a TissueLyzer II (Qiagen) and centrifuged at 400 × *g* for two minutes to remove larval debris. The extract was then suitably diluted and the density of bacteria present was determined by counting CFUs for dilutions plated on NBTA nutrient agar supplemented with 15 μg.ml^−1^ erythromycin in order to avoid the growth of other bacteria than *Photorhabdus* that is naturally Ery^R^. We evaluated the concentration of bacteria in the resistant subpopulation by adding 15 μg.ml^−1^ erythromycin and 100 μg.ml^−1^ polymyxin B to the plates.

## Additional Information

**How to cite this article:** Mouammine, A. *et al*. An antimicrobial peptide-resistant minor subpopulation of *Photorhabdus luminescens* is responsible for virulence. *Sci. Rep.* **7**, 43670; doi: 10.1038/srep43670 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
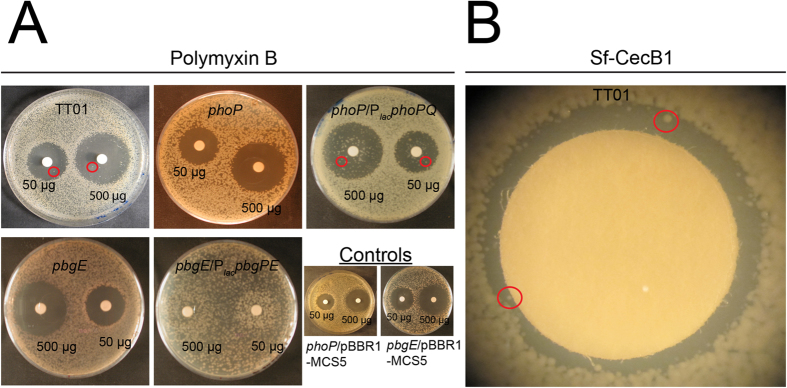
Heterogeneity of CAMP resistance in the TT01 wild-type strain population. (**A**) Bacteria were layered onto agar plates with paper disks loaded with 500 μg and 50 μg of polymyxin B. The antimicrobial resistance patterns of the various strains were determined in agar disk diffusion assays. Polymyxin B created a visible halo for all strains except for *pbgE* /P_*lac*_*pbgPE*, which was completely resistant. (**B**) Cecropin B (Sf cecB1) resistance patterns of TT01 in agar disk*-*diffusion assays. Red circles highlight colonies found within the halos. Experiments were performed at least twice.

**Figure 2:**
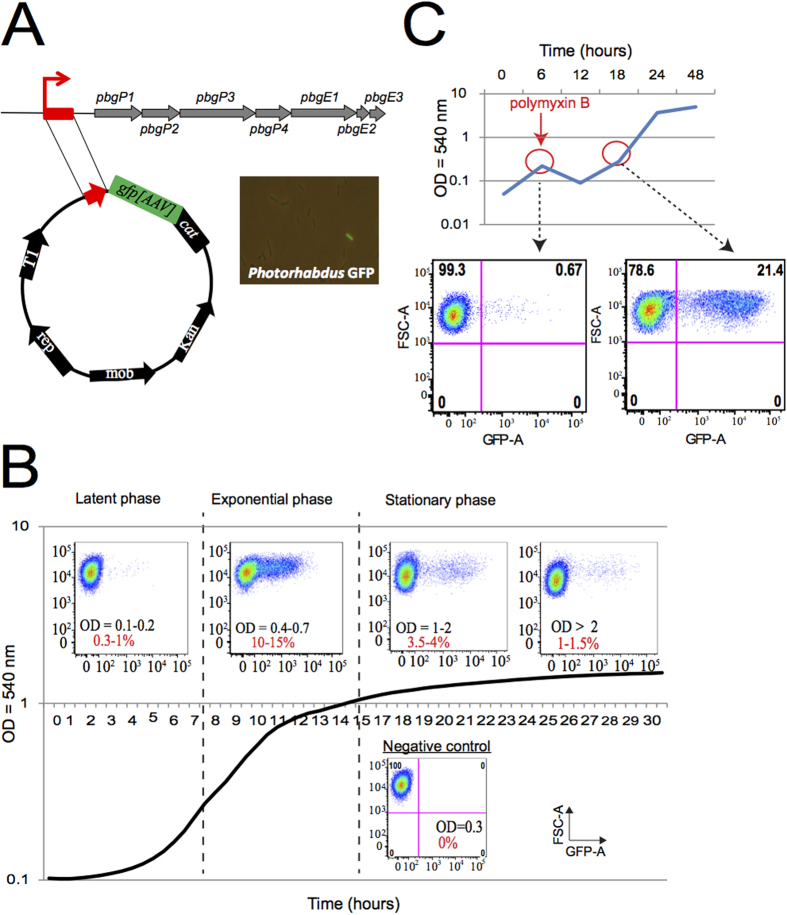
Resistance gene expression after polymyxin B selection at the single-cell level. (**A**) Representative scheme of the P_*pbgPE*_-*gfp*[AAV] transcriptional fusion between the *pbgPE* promoter and a destabilized GFP-encoding gene. A GFP-positive bacterium expressing resistance genes is shown. (**B**) TT01/P_*pbgPE*_-*gfp*[AAV]) was cultured in LB and samples taken over a time course were fixed with formaldehyde and analyzed in a FACS Canto II cytometer. Results are presented as dot plots of side scatter (FSC) against GFP fluorescence intensity. Each dot represents one bacterium. (**C**) TT01/P_*pbgPE*_-*gfp*[AAV] was first cultured in LB. Samples were collected at an OD_540_ of 0.3, before and after the addition of polymyxin B to the culture medium. The representation used here is as in panel B. Only live cells were considered, after treatment with eFluor 660. One representative experiment from more than three independent experiments is shown.

**Figure 3:**
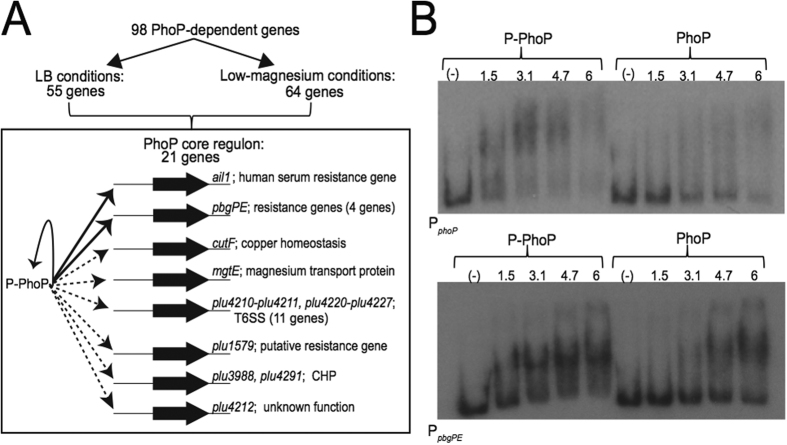
Model summarizing the core PhoP regulon in *P. luminescens.* (**A**) Two sets of PhoP-dependent genes (55 LB and 64 low Mg^2+^) were identified after RNAseq analysis of the gene expression patterns of the TT01 and *phoP* strains in two different sets of growth conditions (LB medium or minimal M9 medium supplemented with 10 μM Mg^2+^). The intersection of the two lists identifies 21 gene markers as the core PhoP regulon (see box). Bold thin arrows indicate direct regulation by the phosphorylated form of PhoP (P-PhoP). Hatched thin arrows indicated that the binding profile is unknown. CHP: conserved hypothetical protein, T6SS: type 6 secretion system. (**B**) Electrophoretic mobility shift assays were carried out to test the binding of the PhoP protein activated *in vitro* with 10 mM acetyl phosphate (P-PhoP) or of the non-activated PhoP-His to the 206-bp *phoP* and 198-bp *pbgPE* promoter regions. The PhoP-His concentrations indicated are in micromoles per liter. We checked that binding was specific, by adding BSA and poly(dI-dC) to the binding buffer to saturate non-specific binding sites.

**Figure 4:**
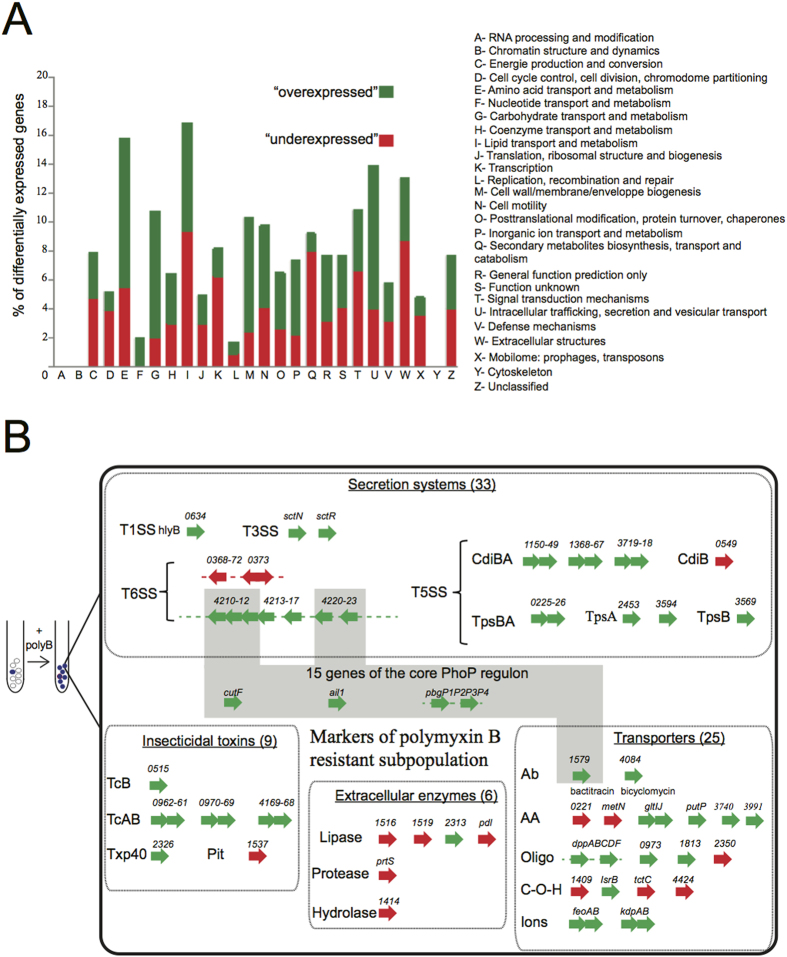
Identification of marker genes for the polymyxin B-resistant subpopulation. (**A**) Classification by COG (cluster of orthologous class) annotation of the 445 genes displaying a change in expression after the addition of polymyxin B (polymyxin B gene set) according to the 2014 update (ftp://ftp.ncbi.nih.gov/pub/COG/COG2014/static/lists/homeCOGs.html). The percentage of genes from each COG class differentially expressed between the polymyxin B-resistant subpopulation and *Photorhabdus luminescens* TT01 genes is shown. (**B**) Four functional groups of representative marker genes for the polymyxin B-resistant subpopulation. The number of genes in each group is indicated in brackets. Genes are represented as arrows with their name or their label number. Overexpressed and underexpressed genes are indicated in green and red, respectively. The gray area corresponds to genes from the core PhoP regulon. AA: amino acids; C-O-H: carbohydrates; Ab: antibiotics; oligo: oligopeptides.

**Figure 5:**
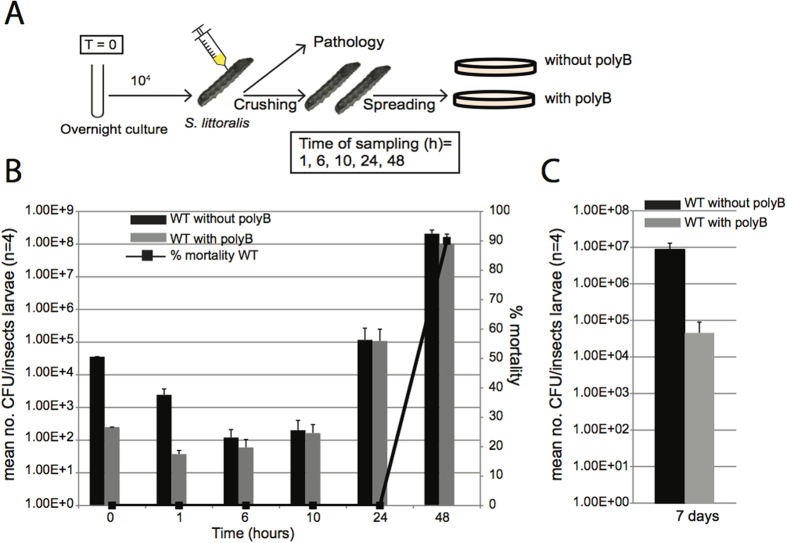
The resistant subpopulation is the major population present during septicemia in insects. (**A**) Representative diagram of the experimental procedure. **(B**) Bacterial growth and insect larval mortality following the injection of *P. luminescens* TT01 into *Spodoptera littoralis.* We injected 3 × 10^4^ bacteria into each larva at time zero. The histogram shows the mean numbers of CFU recovered from four larvae per time point, after plating on nutrient agar (black bars) or nutrient agar supplemented with polymyxin B (gray bars). The error bars indicate the standard error of the mean. The lines indicate larval mortality rates (for 20 larvae per treatment). One representative experiment from more than three independent experiments carried out is shown. (**C**) The procedure and representation are as in panel B, except that the insect cadaver extracts were plated on agar seven days after injection.

**Table 1:** MICs* of four CAMPs for the *P. luminescens* strains.

Strains	MIC (μg.ml^−1^)			
	Colistin	Cecropin A	Cecropin B (*S. frugiperda*)	Polymyxin B
TT01	>10,000	>25	>50	>250
*phoP*	20	0.8–1.6	6–12	1–3
*phoP/*P_lac_PhoPQ	>10,000	>25	ND	>250
*pbgE*	<10	12	6–12	1–2
*pbgE/*P_lac_pbgPE	ND	>25	>100	>250

^*^MICs were determined by culturing bacterial strains for 48 h with various concentrations of insect (cecropins) and non-insect CAMPs (colistin and polymyxin B). All these experiments were performed at least three times.

How the deposited data were processed for this re-analysis (not part of the article)

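RNA was measured in 12 samples in 6 groups of 2, each pooled from 3 cultures grown at 28 °C. The paper gives an OD540 of 0.3 for the phoP experiment and for the return of growth after polymyxin B, and a range that starts at 0.3 for the cultures before polymyxin B, so growth phase may differ between the arms of that comparison, which was not tested. The groups were TT01 and the phoP mutant in LB, TT01 and the phoP mutant in M9 medium with 10 µM Mg2+ (low Mg2+), TT01 in M9 medium with 10 mM Mg2+ (high Mg2+), and TT01 in LB with polymyxin B at 100 mg per litre for 10 to 12 hours. The groups were taken from the sample labels and the methods of the paper.

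The authors depleted the RNA of ribosomal RNA, sequenced stranded libraries, mapped the reads onto the TT01 genome with BWA and deposited raw counts of reads on each genomic object, without normalization. A read on several objects was weighted by the authors so that the total number of reads stayed constant. Counts on the sense strand were used, and the antisense counts were not used here. Each sample lists 4976 coding sequences, 85 tRNA genes, 22 rRNA genes and 1 other RNA, the tmRNA ssrA. In 14 features, all with 3 or more commas in the product text, the sense count could not be read, among them plu4201 of the T6SS-4 locus, and these were left out. Positions are those of the TT01 genome in the deposited files.

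Total counts ranged from 2715351 to 5787477 per sample, and coding-sequence counts from 2015189 to 4565994. The smallest share that the depth can show, 3 counts, was between 0.657 and 1.49 CPM of coding-sequence counts. These floors cover counting error only. Ribosomal RNA took between 6.82% and 16.1% of the counts, and the tmRNA alone between 7.17% and 12.2%. All replicates differed by more than counting noise, with a chi-square per degree of freedom between 9.62 and 60.0.

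Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Libraries were scaled with TMM factors, which lay between 0.900 and 1.12. Features with low counts were removed with filterByExpr at a minimum count of 10, which left 4538 features, of which 4453 were coding sequences. A quasi-likelihood model with 1 coefficient per condition was fitted to all 12 samples, with 6 residual degrees of freedom, a common dispersion of 0.0366 and 2.94 prior degrees of freedom. A coding sequence passed the threshold with a log2 fold change of at least 1 in size and a Benjamini-Hochberg adjusted p of at most 0.005, as in the paper. Standard errors were taken as the size of the log2 fold change divided by the square root of the F statistic. Counts scaled to library size (CPM) were computed with TMM-scaled library sizes.

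The comparisons were the phoP mutant against TT01 in LB and in low Mg2+, the interaction of both, polymyxin B against LB, and low against high Mg2+ in TT01. Low Mg2+ medium against LB in each strain was added after the data had been seen. The other comparisons, the alternatives apart from the crossed block and the fit of 10 samples described below, and the rule for naming genes were set before the data were examined. Most of the tests for a cause of a single result were chosen later, after that result had been seen. By the naming rule, phoP and phoQ are named first, then pbgP1, ail1, cutF, mgtE and plu1579, then family members that gave the largest change or another call or direction than the paper, the 3 largest rises and falls past the threshold in each comparison, and stress response genes past the threshold. A few further genes are named as members of a list that is counted.

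Overlaps of gene lists were tested with Fisher's exact test and by rotating 1 list along the gene order through all 4453 positions. Lists were compared with 10000 random lists matched on mean expression in 10 bins, and relations across the 21 core genes with 100000 permutations. These used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

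The tests were first tested on simulated data with the means and library sizes of the samples. Of 200 changed coding sequences, all 100 with a log2 change of 2.5 and 81 of 100 with a log2 change of 1.5 were recovered, 1 unchanged coding sequence passed, and 0 passed where nothing was changed. In the data, some changes larger than 2.5 did not pass, so these shares do not hold for genes whose replicates differ widely. The simulation of the gene lists was altered after its first output. In it, lists weighted by expression replaced a list of the 40 highest-expressed genes, and more draws were made for the rotation of overlaps. With weighted lists 4% fell outside the middle 95%, while the 40 highest-expressed genes had a median above 97.9% of the lists, so the matching does not correct a list at the extreme of expression. Rotation gave a p under 0.05 in a share of 0.055 of unrelated correlations and 0.065 of unrelated overlaps.

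The alternatives were RLE and upper-quartile scaling, coding-sequence totals as library size, no filter, at least 10 counts in every sample, fits of only the compared samples, the replicate number as a block, DESeq2 1.42.0, the exact test of edgeR, an adjusted p of 0.05, no fold change limit, and coding sequences taken alone before scaling. Corrections for GC content were not run, since no genome sequence was used here. A crossed block for LB and a fit of 10 samples without the high Mg2+ group were chosen after seeing the data. The COG classes of the paper, its RT-qPCR and its gel shift assays were not analysed here.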

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

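Of the tests in this part, those of library size and of the response of the PhoP regulon to Mg2+ were chosen only after the result was seen.

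The paper does not report the samples of TT01 in high Mg2+. Between low and high Mg2+ in TT01, 4 coding sequences passed the threshold, all higher in low Mg2+, a signal in samples outside the comparisons of the paper. The log2 fold changes were 2.74 for plu4227, 2.10 for plu3988 and 1.84 for plu4210 (each with an edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.00312), and 1.73 for plu3746 (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p of 0.00459). With the replicate number as a block in the fit of all 12 samples, the pairing being taken from the labels, 0 passed, against 948 coding sequences with an unadjusted p under 0.05 without the block. Some settings gave more, in both directions. In the edgeR fit of only the compared samples 92 passed, 48 higher and 44 lower in low Mg2+. With the block added to that fit 224 passed, 142 higher and 82 lower. DESeq2 on all 12 samples gave 95, 81 higher and 14 lower. The exact test of edgeR on the compared samples gave 260, 168 higher and 92 lower. Same-numbered samples of these groups deviated together with a correlation of 0.126.

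Under RLE, upper-quartile and coding-sequence scaling, the lowest log2 fold change of these 4 was 1.69, but the scaling factors are too close to 1 for this value to decide the part of library size. With RLE scaling 4 coding sequences passed the threshold, and with upper-quartile and coding-sequence scaling 3 each. Log2 fold changes did not follow gene length across coding sequences (Spearman rho 0.030). With any 1 of the 4 samples left out, the lowest of the 4 values was 1.59. The 19 genes that differed between the phoP mutant and TT01 in LB, a comparison that shares no sample with this one, had a median log2 fold change of 2.10 between low and high Mg2+, above 100% of the random lists of matched expression. Without the 4 genes, the remaining 16 had a median of 2.14, again above 100% of the lists. All 19 genes were higher in low Mg2+. A candidate explanation is a response of the PhoP regulon to Mg2+, and the paper names low Mg2+ as a trigger of that regulon. Here it remains a hypothesis, since its test was chosen after the result was seen, although the gene list came from other samples. GC content was not tested.

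With polymyxin B, 183 coding sequences outside the genes named in the text, Fig. 3A and Fig. 4B passed the threshold, 103 higher and 80 lower. The largest log2 fold changes were 6.05 for plu3507, 5.26 for pluCDS4280703D and 4.95 for plu3630 among the rises, and -6.80 for plu0104, -5.92 for plu0015 and -5.51 for plu0013 among the falls. The paper's text and both panels do not name them. The mean of plu0104 with polymyxin B, 0.697 CPM, lies near the counting floor, so the size of its fall is uncertain.

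The lowest size of these 6 changes under the other scalings was 4.95, but changes this large could not have come out otherwise, so this value does not decide the part of library size. Under RLE, upper-quartile and coding-sequence scaling, 231, 225 and 267 coding sequences passed against 240, and the split into higher and lower moved most with the last, to 212 and 55. Gene length was unrelated to the change (Spearman rho 0.064). Without LB replicate 1, 233 of the 240 coding sequences past the threshold kept a change of at least 1 in the same direction. The changes correlated weakly with those of low Mg2+ medium against LB in the phoP mutant, which shares no sample (Spearman rho 0.095, rotation p = 0.00157). Of the 240, 57 passed the threshold the same way there and 26 the opposite way, so a response shared with other growth conditions could be a small part of the pattern. In these counts, the antibiotic cannot be told apart from the 10 to 12 hours between the samples, nor a response from selection of resistant cells.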

How the results depend on the processing

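The crossed replicate block and the fit of 10 samples without the high Mg2+ group were chosen only after the result was seen.

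RLE and upper-quartile scaling, coding-sequence totals as library size, no filter, no fold change limit and coding sequences taken alone left the counts of coding sequences in LB, low Mg2+, polymyxin B, and low against high Mg2+ within 1.5 times their values of 19, 9, 240 and 4. The number in either medium (19), in both (9), shared with polymyxin B (9), and of core genes of Fig. 3A higher with polymyxin B (11) also stayed within 1.5 times under these 6 settings.

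With at least 10 counts in every sample, 10 passed in LB, 11 in either medium, 5 in both, and 4 were shared between LB and polymyxin B. In fits of only the compared samples, 2 passed in LB, 0 in low Mg2+ and 92 between low and high Mg2+, with 2 in either medium, 0 in both and 0 shared with polymyxin B. With the replicate block in fits of only the compared samples, 0 passed in LB, 0 in low Mg2+, 0 in either medium, 0 in both and 0 were shared, while 224 passed between low and high Mg2+. In the fit of all 12 samples without a block, 347 in LB and 749 in low Mg2+ had an unadjusted p under 0.05. With the block in the fit of all 12 samples, 0 passed between low and high Mg2+, where 948 had an unadjusted p under 0.05 without it, and 5 were shared between LB and polymyxin B.

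With DESeq2 on all 12 samples, 34 passed in LB, 65 in low Mg2+, 413 with polymyxin B, 95 between low and high Mg2+, 75 in either medium and 24 in both, and 17 were shared. With DESeq2 on only the compared samples, these were 39, 48, 416, 221, 66, 21 and 25, and 69 genes of Fig. 4B passed. With the exact test of edgeR on only the compared samples, they were 41, 50, 482, 260, 67, 24 and 25, and 68 genes of Fig. 4B passed. At an adjusted p of 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), they were 30, 62, 502, 75, 69, 23 and 19. The list of low Mg2+ in place of LB shared 4 with polymyxin B. The crossed block in fits of only the compared samples gave 31 in LB, 28 lower and 3 higher in the mutant. It gave 0 in low Mg2+, 0 in both media and 0 between low and high Mg2+. Without the high Mg2+ group 9 passed in LB, 150 with polymyxin B, 9 in either medium and 3 were shared. The cause was not tested for any of these.

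The interaction of phoP with medium gave 0 coding sequences under every alternative run, with 306 at an unadjusted p under 0.05. The correlation of the polymyxin B and low Mg2+ responses, -0.005 as Spearman rho, was 0.006 as Pearson and 0.055 among coding sequences above the median of mean expression, and the cause was not tested. The log2 fold change of plu3988 with polymyxin B, -0.03, was 0.187 with coding-sequence totals, 0.002 in the edgeR and DESeq2 fits of only the compared samples and 0.001 with the exact test, all near 0, and the cause was not tested.

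With each of the compared samples left out in turn, all 19 coding sequences in LB, all 9 in low Mg2+ and all 4 between low and high Mg2+ kept a change of at least 1 in the same direction, and from 226 to 239 of the 240 with polymyxin B did. Of 739 log2 fold changes of named genes under alternatives, 634 kept their direction and side of the threshold, 47 no longer passed it, 54 newly passed it and 4 changed direction.

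The GC-content corrections, alone and with the replicate block, were not run. The exact test gave no value for the interaction. With 2 samples per group, large changes can be missed as well as small ones. With polymyxin B, plu3594 rose by 3.55 on the log2 scale and did not pass, although all simulated changes of 2.5 did.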

Differences from the paper's values

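Only the crossed replicate block was chosen after the result was seen, and each other alternative named is among those set before the data were examined.

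In LB, 19 coding sequences passed the threshold against the paper's 55. DESeq2 on only the compared samples gave 39 and the exact test of edgeR 41, both within 1.5 times of the paper's value, and none of the other alternatives did. In low Mg2+, 9 passed against the paper's 64. The count was 65 with DESeq2 on all 12 samples, 48 with DESeq2 on the compared samples, 50 with the exact test and 62 at an adjusted p of 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg), and the other alternatives stayed apart. In either medium, 19 passed against the paper's 98, and the same 4 alternatives gave 75, 66, 67 and 69. In both media, 9 passed against the paper's 21, and these 4 gave 24, 21, 24 and 23. For coding sequences higher in the phoP mutant, 0 were found against the paper's 26, with 159 in LB and 327 in low Mg2+ at an unadjusted p under 0.05, and none of the alternatives closed the gap.

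For T6SS-4 genes in the core, 7 passed against the paper's 11. DESeq2 on all 12 samples, the exact test and an adjusted p of 0.05 each gave 11, and DESeq2 on the compared samples 9. For T6SS-3 genes, 0 passed against the paper's 4, and all 4 were lower in the mutant in LB. DESeq2 on all 12 samples, DESeq2 on the compared samples and the exact test each gave 3.

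With polymyxin B, 240 coding sequences passed against the paper's 445. DESeq2 on all 12 samples gave 413, DESeq2 on the compared samples 416, the exact test 482, an adjusted p of 0.05 gave 502, the replicate block in a fit of the compared samples 328 and no fold change limit 339. Lower with polymyxin B were 92 against the paper's 208, with 180, 179, 203, 222 and 155 under DESeq2 on all samples, DESeq2 on the compared samples, the exact test, an adjusted p of 0.05 and no fold change limit. Higher were 148 against the paper's 237, with 233, 237, 279, 280 and 184 under the same 5, 191 with the block in a fit of the compared samples and 212 with coding-sequence totals as library size. Of the genes that differed in LB, 9 were higher with polymyxin B against the paper's 37. DESeq2 on the compared samples and the exact test each gave 25.

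For cdi genes, 4 passed against the paper's 7. A fit of only the compared samples, DESeq2 on all 12 samples and an adjusted p of 0.05 gave 6, and the block in a fit of the compared samples, DESeq2 on them and the exact test gave 7. For T6SS-4 genes higher with polymyxin B, 5 passed against the paper's 12, with 8 under the block in a fit of the compared samples, 8 with DESeq2 on all samples, 11 with DESeq2 on the compared samples, 10 with the exact test and 13 at an adjusted p of 0.05. For transporter genes, 13 passed against the paper's 25, with 17, 21, 23, 23 and 21 under the same 5. For extracellular enzymes, 2 passed against the paper's 5, with 5, 4, 5, 5 and 5 under the same 5. In each of these families the alternatives not named here stayed more than 1.5 times from the paper's count, except a crossed replicate block in a fit of the compared samples, chosen after seeing the values, which gave 6 cdi genes, 8 T6SS-4 genes and also 3 T6SS-3 genes.

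The counts on features per sample ranged from 2715351 to 5787477, against the paper's 11000000 to 20000000 sequences obtained, or from 2.72 to 5.79 against the paper's 11 to 20 on the scale the paper uses. The quantities are not the same. The paper also states that only a minority of its high-quality sequences mapped to the genome, and counts on features include mapped reads only. None of the alternatives bears on these totals.

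The paper states that no regulon of stress responses was induced. Of 38 stress response genes tested, cpxP, cspD and uspA were higher with polymyxin B, with log2 fold changes of 2.21, 1.75 and 1.08, while the median of the list was 0.04. In Fig. 4B, 28 of the 73 genes did not pass the threshold, and all of these changed in the direction of the figure, which was drawn from the same samples.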

Other observations

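All tests in this part were chosen only after the result was seen, with some exceptions. The exceptions are low counts in the core genes, the correlation of the polymyxin B and low Mg2+ responses, and the scalings of the Tc genes.

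The changes with polymyxin B and between low and high Mg2+ were not correlated across 4453 coding sequences (Spearman rho -0.005, rotation p = 0.841), nor without the PhoP-dependent genes (-0.015, p = 0.548). The sign was positive as Pearson correlation (0.006, p = 0.79) and among coding sequences above the median of mean expression (0.055, p = 0.0431). These correlations are across genes, which are not independent replicates.

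The LB replicates of TT01 differed along the polymyxin B change. Of the 240 coding sequences past the threshold, 198 (82.5%) differed from replicate 1 to replicate 2 in the direction of the polymyxin B change (permutation by rotation, p = 0.000225, the smallest that the rotations can give). The same share was between 36.2% and 71.7% in the other 5 groups. An LB culture further along this axis may be the reason, but since the replicates of the other groups also differ along it, the direction is not specific to LB. The 240 were chosen from a comparison that contains these samples, so this is a hypothesis.

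In low Mg2+ medium against LB in the phoP mutant, without polymyxin B, 5 of the 7 Tc genes of Fig. 4B also rose past the threshold, tcdA2 and tcdB2 being the exceptions. Both arms of the polymyxin B comparison were in LB, so the growth medium does not explain the rise there, and the value shows only that these 5 genes also change in another condition. The 7 genes were above 0 with RLE, upper-quartile and coding-sequence scaling, which shift changes of this size too little to reverse them.

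The core genes of Fig. 3A rose unequally with polymyxin B. Across the 21 genes, the fall in the phoP mutant in low Mg2+, which shares no sample, and the rise with polymyxin B had a Spearman rho of -0.527 (permutation p = 0.016), so the genes that depended most on phoP rose least. Mean expression and the rise had a rho of 0.214 (permutation p = 0.353), which with 21 genes does not rule out a part of expression, and the first relation was not adjusted for it. In contrast, the fall in the phoP mutant in LB and the rise in low against high Mg2+ had a rho of 0.703 (permutation p = 0.0004). These 3 relations were across genes, several of them in 1 operon, and the p values treat the genes as independent. Benjamini-Hochberg adjusted values were not computed for them. A regulator other than PhoP may add to the rise with polymyxin B, which was not tested.

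The replicates of the phoP mutant in low Mg2+ differed more than those of any other group. All 19 genes that differed in LB lay lower in both mutant replicates than in both TT01 replicates in low Mg2+. This does not rule out a mislabelled strain, since these genes were also lower in TT01 in high Mg2+ than in low Mg2+. The phoP gene (plu2807) itself separates the strains, with 14.0 and 13.3 CPM in the replicates of the phoP mutant in low Mg2+, 11.8 and 13.9 CPM in those in LB, and between 32.0 and 126.2 CPM in the 8 TT01 samples, which speaks against a swapped TT01 sample. Among coding sequences above the median of expression, the spread was 2.32 times that of TT01 in low Mg2+, so depth does not account for it either. For 47 genes annotated for iron uptake, the median difference of replicate 2 from replicate 1 was -1.35 on the log2 scale, above 0% of the matched random lists. Replicate 1 correlated best with the high Mg2+ samples of TT01 (0.983 and 0.985), above its correlation with its own replicate (0.961). Whether the medium of this culture differed was not tested, and counts of the phoP gene cannot decide that. Iron supply is a candidate explanation, found and tested on the same data, and it was not separated from other differences in medium. The median of these 47 genes was also outside the middle 95% of the lists in other comparisons, with -0.47 for polymyxin B and -1.18 for low against high Mg2+. It was 0.58 for the phoP mutant against TT01 in low Mg2+, which contains this pair. For replicate 2 against 1 it was 0.272 in the phoP mutant in LB and 0.179 with polymyxin B. It was -0.135 in TT01 in low Mg2+ and -0.096 in TT01 in high Mg2+, all outside that range. A shift of these genes is thus not specific to this pair, and its sign varied.

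Of 40 coding sequences whose annotation names fimbriae, 3 were higher and 4 lower with polymyxin B past the threshold. Outside coding sequences, 2 features passed with polymyxin B and 0 in the other 3 comparisons.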
